A study of Mus musculus with 14 samples. Its data were reported in "A mitofusin 2/HIF1α axis sets a maturation checkpoint in regenerating skeletal muscle" (2022).

How the data were processed

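Muscle stem cells (MuSCs) are the resident progenitors that rebuild muscle fibers after injury. Mice whose MuSCs and their progeny carry a fluorescent mitochondrial protein (Dendra2, switched on by a Pax7-driven recombinase) received tamoxifen at 75 mg/kg on 5 days, and 50 µL of 1.2% BaCl2 was injected into the tibialis anterior muscle, a shin muscle, to injure it. The opposite muscle received saline. At 2 days after injury, quiescent cells (QSCs, CD34-positive) were sorted from uninjured muscle and activated cells (ASCs, CD34-negative) from injured muscle. Cells were fixed in 1% formaldehyde, chromatin was sheared to about 500 bp, and DNA bound by MyoD or MyoG, transcription factors of the muscle lineage, was recovered with an antibody and sequenced (ChIP-seq). Of the 14 samples, 12 are ChIP libraries, with 3 replicates in each of 4 groups (ASC MyoD, ASC MyoG, QSC MyoD and QSC MyoG). The other 2 are input libraries, which were not analysed here. Groups and replicate numbers were taken from the sample titles.

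Peaks are stretches of the genome where a ChIP library holds more reads than its background. The authors called peaks with MACS in each library separately and assigned each peak a gene and a gene part. The score of a peak is the authors' value of minus 10 times the log10 of the p-value. The lowest score over the 12 lists was 50.0, which is a p-value of 1e-05. The deposited start and end coordinates (unit: other, a position in bp) are printed as given, and the genome build is not stated in the labels or the lists. The aligner, the MACS version, the use of the input libraries and any filter on peaks are likewise not stated. Peak lists carry no read counts, so sequencing depth is unknown and no interval or detection limit based on reads is given. A library with fewer reads can yield fewer peaks, and peak number cannot be corrected for this here. Scores were used to rank and filter peaks, and are also averaged over libraries to describe regions and compared between peaks of the same list. A score depends on the depth of its library, so mean scores describe the calls and do not measure binding strength.

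Peaks of the libraries compared were merged into regions when they overlapped by at least 1 bp. A region with a peak in at least 2 of the 3 libraries of a group was called a consensus region. A region was ASC-specific when it also had no peak in the 3 QSC libraries of the same antibody, and QSC-specific in the converse case. ASC-specific genes were genes the authors' annotation gave to ASC-specific regions and to no QSC peak of the same antibody, at any distance. This classification by presence of a peak replaces a test on read counts, which peak lists do not allow. Promoter peaks were those the authors annotated within 3 kb of a transcription start site (TSS). The replicated share of a library was the percent of its peaks that overlapped a peak of another library of the group. Mitochondrial genes were defined by a list of 70 entries (22 symbol prefixes and 48 symbols). The list was written before the data were examined but after a table of MyoD-bound mitochondrial genes from the study had been seen. Entries prompted by that table were removed, but independence from it cannot be claimed.

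Libraries were the replicates. Group means of log2 peak number or of percentages were compared by exact two-sided permutation tests. For the difference between MyoD and MyoG in the ASC over QSC ratio, ratios were first formed within each replicate number. The 3 MyoD ratios were then compared with the 3 MyoG ratios, so this p-value depends on the pairing. With 3 libraries or ratios against 3, the 20 relabelings allow no p-value below 0.1. None of these tests could therefore pass a threshold of 0.05. Benjamini-Hochberg adjustment covered the 10 tests. Because replicate numbers are shared between groups, differences were also formed within each replicate number and tested by exact sign-flip, for which the smallest p-value is 0.25. The pairing comes from the numbers in the sample titles, and whether same-numbered libraries share animals or chromatin is not stated. Intervals for shares are 95% Wilson intervals and cover counting error of regions or peaks only. On simulated peak lists, the region-calling steps returned as many regions as were planted, 300 ASC-specific and 30 QSC-specific (100.0% for each). Simulated sites lay far apart and the peaks of a site nearly coincided, so this checks the code only. Crowded loci were not simulated, and recovery in the real lists is not shown.

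Named items were chosen by a rule fixed before the data were examined: 9 genes taken from the study, all ASC-specific mitochondrial genes if at most 15, the 5 ASC-specific regions per antibody with the highest mean within-list percentile rank of score, and the 3 regions per antibody with a peak in the most QSC libraries, ties broken by the same rank. The alternatives were a stricter score of 80 (a p-value of 1e-08), merging of overlapping peaks within a list, chromosomes 1 to 19 and X only, removal of regions with peaks of all 4 groups, overlap of at least 50% of both peaks, a gap of up to 500 bp, a peak in all 3 or in at least 1 library, promoters within 1 kb, pairing by replicate number, and leaving out replicates. Further alternatives chosen after seeing the data were removal of crowded 1-Mb bins (bins with at least 10 specific regions of a single group), the highest MACS peak number in place of the number of listed peaks, and removal of peaks annotated as distal intergenic. Motif content and distance to a TSS were not analysed here, since they need a genome sequence or annotation of the build. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.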

Results

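ChIP-seq peak lists were examined to ask where MyoD and MyoG bind in QSCs of uninjured and ASCs of injured muscle. A further question was whether bound sites lie at mitochondrial genes. The 12 lists held 10303 peaks. Median peak width was 816 ± 45.4 bp (SD, n = 3 libraries) in ASC MyoD, 660 ± 14.6 bp in ASC MyoG, 696 ± 30.8 bp in QSC MyoD and 628 ± 8.55 bp in QSC MyoG. Read depth was unknown for all libraries.

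More peaks were called in ASCs than in QSCs with both antibodies. MyoD libraries held 2652, 2262 and 2296 peaks in ASCs (mean 2403 ± 216, SD, n = 3) and 171, 139 and 174 peaks in QSCs (mean 161 ± 19.4). MyoG libraries held 916, 605 and 639 peaks in ASCs (mean 720.0 ± 171) and 120, 162 and 167 peaks in QSCs (mean 150 ± 25.8). The log2 ratio of ASC over QSC was 3.90 for MyoD and 2.26 for MyoG, and the exact two-sided permutation p-value was 0.1 for each (adjusted 0.111), the smallest that 3 libraries against 3 allow. The ranges of the groups did not overlap in either case. The alternative that moved these ratios most was the stricter score of 80, under which they were 5.27 and 4.18. In ASCs, the log2 ratio of MyoD over MyoG was 1.76 (exact permutation p-value 0.1, adjusted 0.111). In QSCs it was 0.12 (exact permutation p-value 0.5, adjusted 0.5), a difference smaller than the spread between replicates, and its sign changed without QSC MyoG replicate 1, where it was -0.04. At the stricter score the QSC ratio was 1.94 (exact permutation p-value 0.1), from 25 to 26 MyoD peaks and 4 to 9 MyoG peaks per library. The difference between MyoD and MyoG in the ASC over QSC ratio was 1.64 (exact permutation p-value 0.1). Differences formed in replicate pairs ranged from 3.72 to 4.02 for MyoD (mean 3.90) and from 1.90 to 2.93 for MyoG (mean 2.26), each with an exact sign-flip p-value of 0.25. In QSCs the paired MyoD over MyoG values were 0.51, -0.22 and 0.06 (exact sign-flip p-value 0.75). Deviations of same-numbered libraries from their group means had a correlation of -0.147 over the 18 pairs, but single pairs of groups ranged from -0.986 (ASC MyoD with QSC MyoG) to 0.999 (ASC MyoD with ASC MyoG), each over 3 replicate numbers.

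**Figure D1:**
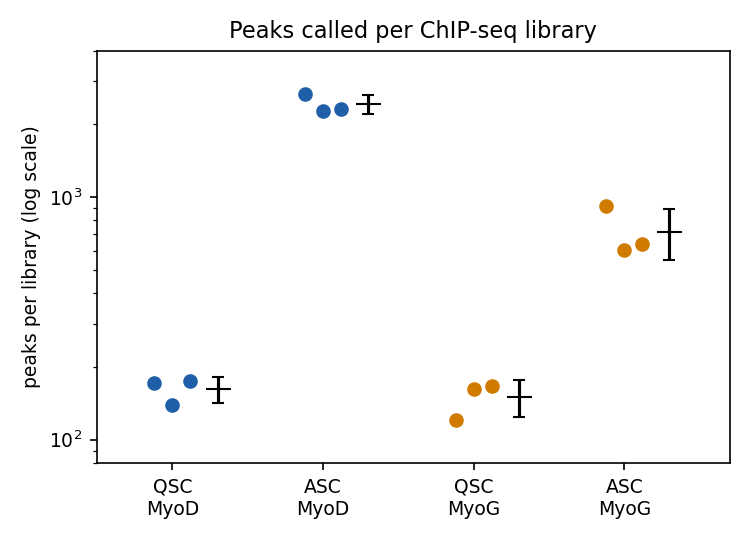
Peaks per ChIP-seq library on a log axis for the 4 groups, with a dot for each library and the mean ± SD (n = 3) beside it. The ASC MyoD libraries sit between 2262 and 2652 peaks, the ASC MyoG libraries between 605 and 916, and all QSC libraries between 120 and 174.

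At the score threshold of the lists, peaks in ASCs were more often at promoters. The promoter share was 22.5% ± 0.751 (SD, n = 3) in ASC MyoD and 13.9% ± 4.52 in QSC MyoD, a difference of 8.53 percentage points. It was 15.5% ± 1.49 in ASC MyoG and 7.78% ± 1.36 in QSC MyoG, a difference of 7.71 points. Within ASCs, MyoD exceeded MyoG by 6.96 points. Each of these differences had an exact permutation p-value of 0.1 (adjusted 0.111). In replicate pairs, where the mean difference is the same by arithmetic, the exact sign-flip p-value was 0.25 for each. At the stricter score, the difference between ASCs and QSCs was 3.34 points for MyoD (exact permutation p-value 0.4) and 24.2 points for MyoG (exact permutation p-value 0.1). At that score, the difference between MyoD and MyoG in ASCs was -1.03 points (exact permutation p-value 1.0), so its direction depended on the score threshold. Single QSC libraries had wide 95% Wilson intervals, from 5.55% to 15.3% around 9.35% in QSC MyoD replicate 2. Distal intergenic peaks made up 35.8% ± 1.12 of ASC MyoD peaks, 59.2% ± 0.808 of ASC MyoG peaks, 54.9% ± 3.25 of QSC MyoD peaks and 55.3% ± 2.62 of QSC MyoG peaks.

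Agreement between replicates differed among groups. The replicated share was 70.8% ± 2.26 (SD, n = 3) in ASC MyoD, 24.8% ± 3.21 in QSC MyoD, 28.8% ± 6.19 in ASC MyoG and 5.19% ± 0.879 in QSC MyoG. The difference between ASCs and QSCs was 46.0 points for MyoD and 23.6 points for MyoG. For each, the exact permutation p-value was 0.1 (adjusted 0.111), and the paired exact sign-flip p-value was 0.25. Each share was computed against the other libraries of its own group, so the 3 values of a group are not independent. The p-values for replicated shares, here and below, are therefore descriptions only. As a background, peaks were shifted by 10 kb in either direction. Shifted peaks overlapped another replicate in 1.22% to 1.24% of cases in ASC MyoD libraries but in 10.5% to 15.1% in ASC MyoG libraries, 10.5% to 13.7% in QSC MyoD libraries and 0.898% to 1.85% in QSC MyoG libraries. The background therefore differed between ASCs and QSCs for both antibodies, and the differences above were not corrected for it. Under the stricter score the MyoD difference was 13.4 points (exact permutation p-value 0.2) and the MyoG difference was 17.7 points (exact permutation p-value 0.5). Without crowded 1-Mb bins the MyoG difference was 11.3 points.

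**Figure D2:**
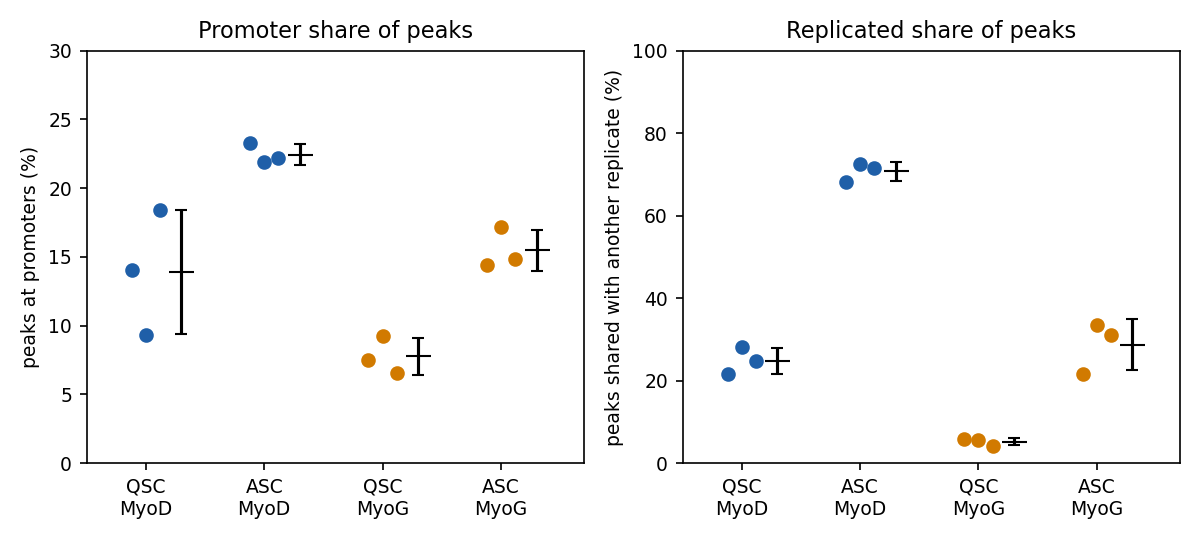
Promoter share of peaks (left, %) and share of peaks that overlap a peak of another replicate (right, %) in the 4 groups, with a dot for each library and the mean ± SD (n = 3) beside it. The ASC MyoD libraries are highest in both panels, at means of 22.5% and 70.8%.

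Regions specific to each state were then counted. For MyoD, 1976 regions were ASC-specific, of which 1101 had a peak in all 3 ASC libraries, and 35 were QSC-specific. For MyoG, 207 regions were ASC-specific, of which 84 had a peak in all 3 ASC libraries, and 3 were QSC-specific. With a peak required in at least 1 library, the ASC-specific counts were 4082 and 1762. Of the ASC-specific MyoD regions, 35.6% were distal intergenic, 35.1% intronic and 22.8% at promoters. Of the ASC-specific MyoG regions, 51.7% were distal intergenic, 28.5% at promoters and 15.9% intronic. Few regions were shared by both factors. In ASCs, 12 of 221 MyoG consensus regions overlapped a MyoD consensus region (5.43%, 95% Wilson interval 3.13% to 9.25%), and at most 1 did so when the MyoG regions were shifted by 10 to 200 kb. MyoG regions were unevenly placed: 115 of the 207 ASC-specific MyoG regions lay in 1-Mb bins with at least 10 such regions, and without these bins the overlap with MyoD was 12 of 104 (11.5%).

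**Figure D3:**
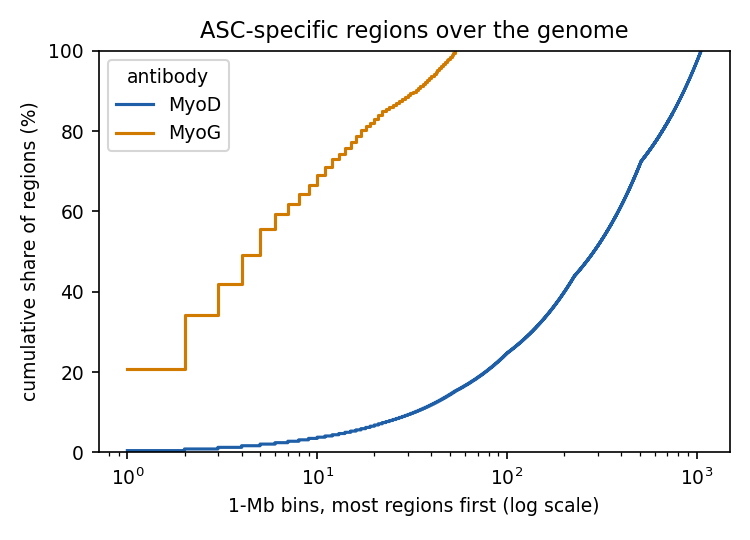
Cumulative share of ASC-specific regions (%) against 1-Mb bins ordered from most to fewest regions (log axis), for MyoD and MyoG. The 207 MyoG regions occupy 53 bins, with 43 regions in the fullest, while the 1976 MyoD regions occupy 1052 bins, with at most 9 in any.

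The ASC-specific MyoD regions with the highest score ranks each had a peak in all 3 ASC libraries. A promoter region of Arhgef2 (ENSMUSG00000028059, chromosome 3, 88629601 to 88630883) had a mean score of 645 ± 111 (SD, n = 3). Intron 3 of Olfml2b (ENSMUSG00000038463, chromosome 1, 170655216 to 170656360) had a mean score of 541 ± 73.7. The promoter of Rhobtb1 (ENSMUSG00000019944, chromosome 10, 69207714 to 69209065), intron 1 of Lmnb2 (ENSMUSG00000062075, chromosome 10, 80913626 to 80914958) and intron 7 of Mnat1 (ENSMUSG00000021103, chromosome 12, 73241590 to 73242747) followed, with mean scores of 538, 523 and 479. For MyoG the region of highest rank lay in intron 33 of Akap9 (ENSMUSG00000040407, chromosome 5, 4052154 to 4054768), with a mean score of 583 ± 85.9. The next were near Ighv1-75 (ENSMUSG00000096020, chromosome 12, 115820152 to 115824200, and 115825006 to 115828757), Gm5614 (ENSMUSG00000066771, chromosome 9, 35304698 to 35306088) and Gm21847 (ENSMUSG00000094230, chromosome 5, 15640420 to 15645083). The Ighv1-75 and Gm21847 regions lie in crowded bins with 43 and 28 ASC-specific MyoG regions.

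In QSCs, the MyoD regions with the highest rank among those in all 3 libraries were near Zfp979 (ENSMUSG00000066000, chromosome 4, 147594236 to 147607028, mean score 333 ± 164, SD, n = 3), Gm23838 (ENSMUSG00000088692, chromosome 5, 5944434 to 5945706, mean score 289 ± 96.7) and in an exon of Zfp987 (ENSMUSG00000066009, chromosome 4, 146124569 to 146126174, mean score 174 ± 9.77). No ASC MyoD library had a listed peak in these regions, and the Zfp979 region lies in a crowded bin with 11 QSC-specific MyoD regions. MACS numbers peaks in order, and in ASC MyoD replicate 3 a run of 5 numbers had no listed peak. The run falls between 145240119 and 147507209 on chromosome 4, a stretch that includes the Zfp987 region. A peak left out of that list at Zfp987 cannot be excluded. For MyoG, the regions found in the most QSC libraries were intron 10 of Dpp9 (ENSMUSG00000001229, chromosome 17, 56199600 to 56200567, 3 libraries, mean score 102 ± 9.41), a distal site near Gm371 (ENSMUSG00000087522, chromosome X, 94911107 to 94917310, 3 libraries) and a distal site near 4932411N23Rik (ENSMUSG00000058670, chromosome X, 126752624 to 126754877, 2 libraries). All of them also had peaks in ASC MyoG libraries, and the Dpp9 site had a peak in all 12 libraries.

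The 9 genes of interest were examined in all 12 libraries. At Myog (ENSMUSG00000026459), a promoter peak (chromosome 1, 134289444 to 134290235) was called in 2 of 3 ASC MyoD libraries with scores of 50.7 and 54.2, close to the lowest score in the lists. Mef2a (ENSMUSG00000030557) had 3 regions in all 3 ASC MyoD libraries, including a promoter region (chromosome 7, 67372941 to 67374051, mean score 107 ± 14.0, SD, n = 3) and a distal region (chromosome 7, 67384763 to 67386253, mean score 258 ± 42.9). A distal peak of Myh3 (ENSMUSG00000020908, chromosome 11, 67105382 to 67106305) was called in 3 ASC MyoD libraries, and that of Myh8 (ENSMUSG00000055775, chromosome 11, 67313496 to 67314309) in 2. Mfn1, Mfn2 and Hif1a had no listed peak in any library. With MyoG, the peaks at these 9 genes amounted to 1 in an intron of Mef2a in a single ASC library, and no QSC library had a peak at any of them. Ppargc1b (ENSMUSG00000033871), which encodes PGC-1β, had 4 ASC-specific MyoD regions. A pair of intron 1 regions (chromosome 18, 61346020 to 61346958, and 61379862 to 61380915) had peaks in all 3 libraries, with mean scores of 106 ± 25.4 and 164 ± 18.3. Another intron 1 region (61344361 to 61345281) and a promoter region (61396764 to 61397416) had peaks in 2 libraries. Its relative Ppargc1a had 1 distal peak (ENSMUSG00000029167, chromosome 5, 51595393 to 51596291) in 1 ASC MyoD library and none with MyoG.

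**Figure D4:**
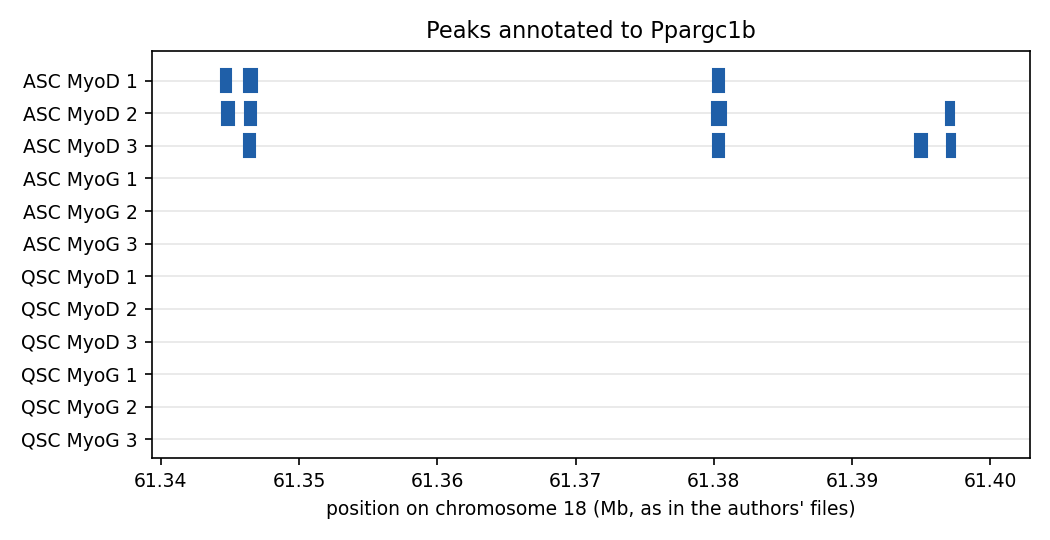
Peaks annotated to Ppargc1b in the 12 libraries (rows) along chromosome 18 (Mb, coordinates as given), each bar spanning a peak. Peaks appear only in the 3 ASC MyoD libraries, and 2 of the 5 regions have a peak in all 3 of them.

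ASC-specific regions were assigned to 1575 genes for MyoD and 87 genes for MyoG, and 7 genes were in both sets. Among the MyoD genes, 12 matched the mitochondrial list: Coq8a, Cs, Mcu, Micu2, Mrpl48, Mrps23, Mrps28, Ndufa10, Ppargc1b, Slc25a26, Timm22 and Tomm20. None of the MyoG genes did, although 2 did when a peak in 1 library was enough. At the stricter score, the count of mitochondrial genes for MyoD was 6. The highest mean score among these genes was at a distal intergenic region near Mrps23 (ENSMUSG00000023723, chromosome 11, 88230811 to 88231941, mean score 308 ± 88.8, SD, n = 3). Other regions found in all 3 libraries lay in intron 1 of Cs (ENSMUSG00000005683, chromosome 10, 128344510 to 128345368, mean score 76.5 ± 17.2), intron 1 of Micu2 (ENSMUSG00000021973, chromosome 14, 57979911 to 57980842, mean score 70.8 ± 8.15), intron 5 of Mrpl48 (ENSMUSG00000030706, chromosome 7, 100555033 to 100556019, mean score 92.1 ± 5.81) and intron 2 of Mrps28 (ENSMUSG00000040269, chromosome 3, 8830751 to 8831647, mean score 187 ± 52.7, and 8850382 to 8851384, mean score 114 ± 72.9). The same held for a distal intergenic region near Ndufa10 (ENSMUSG00000026260, chromosome 1, 92343072 to 92344466, mean score 131 ± 53.7) and the 3' untranslated region of Timm22 (ENSMUSG00000020843, chromosome 11, 76415650 to 76416608, mean score 67.6 ± 13.5). Regions found in 2 libraries lay near Coq8a (ENSMUSG00000026489, chromosome 1, 180210409 to 180211353, distal intergenic), in intron 1 of Mcu (ENSMUSG00000009647, chromosome 10, 59510426 to 59511303) and distal to it (59623226 to 59624182), in exon 8 of Slc25a26 (ENSMUSG00000045100, chromosome 6, 94598260 to 94599261) and near Tomm20 (ENSMUSG00000093904, chromosome 8, 126847300 to 126848252, distal intergenic). The share of mitochondrial genes was 0.762% of MyoD genes, against 0.126% of the 1590 genes given to peaks found in 1 library of the other 3 groups (2 genes), and 0.921% of the 1303 genes given only to ASC MyoD peaks found in 1 library (12 genes). With distal intergenic peaks left out on both sides, the first comparison was 0.759% of 1054 genes (8 genes) against 0.140% of 715 (1 gene), so the shares barely changed while fewer genes were compared. Two-sided Fisher's exact p-values were 0.00702, 0.684 and 0.0931 in this order (adjusted over these 3 tests 0.0211, 0.684 and 0.140). The last 2 comparisons were chosen after the first value had been seen, and genes are not independent units, since each comparison rests on the same 3 libraries per group.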

Values the study reported

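The study compared QSCs with ASCs for differentially bound peaks, at a false discovery rate below 0.05. It reported that regions bound specifically in ASCs were assigned to 42 genes for MyoG and 867 genes for MyoD. It compared these with a list of 696 mitochondrial regulators, of which MyoD was bound to 24 and MyoG to none. It described 3 separate MyoD-bound regions at the Pgc-1β gene.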

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

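The tests on peaks missing from the lists were chosen only after the results had been seen, while the counts over other splits of the libraries were set before. The difference between MyoD and MyoG in the log2 ASC over QSC ratio of peak number was 1.64, and it was singled out because the groups differ in it. Its exact permutation p-value of 0.1 came from 3 MyoD against 3 MyoG ratios, each formed within a replicate number. No smaller p-value is possible in such a test, so the difference is not shown at 0.05. The p-value also rests on the pairing by replicate number, whose meaning is not stated. The listed peaks have the higher ratio for MyoD in each of the 3 replicate pairs. A difference in sequencing depth or antibody efficiency between libraries was not tested, since reads were not analysed here, and the pattern cannot be told apart from it.

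MACS numbers the peaks of a library in order, and some numbers have no listed peak. The mean share of such numbers was 6.15% in ASC MyoD, 16.2% in ASC MyoG, 22.6% in QSC MyoD and 13.4% in QSC MyoG libraries. They were singled out because they point to peaks outside the lists analysed here. Peaks left out of the QSC lists are a candidate explanation for the higher ASC numbers. But with the highest peak number in place of the number of listed peaks, the MyoD log2 ratio was 3.62 against 3.90 as listed. The MyoG log2 ratio was 2.30 against 2.26, so ASC numbers stayed higher with both antibodies. The difference between the MyoD and MyoG ratios was 1.32 against 1.64. In QSC MyoD replicates 1, 2 and 3, runs of 25, 20 and 15 missing numbers fell between neighboring listed peaks on chromosome 4, and each ASC MyoG library had a run of 14 on chromosome 8. Removal of peaks at loci with many similar gene copies is another candidate explanation. In ASC MyoG replicates 1, 2 and 3, at least 19.3%, 18.9% and 25.8% of the missing numbers lay inside crowded bins. Possibly 30%, 40.2% and 43.2% did, against 18.0%, 24.6% and 24.4% of listed peaks. The share was thus above that of listed peaks in replicates 1 and 3, while in replicate 2 its direction is not known. In QSC MyoD libraries 1.69% to 4.35% of the missing numbers surely lay inside crowded bins and 44.4% to 47.8% possibly did. Many missing numbers fell between peaks of different bins and could not be placed. The test therefore leaves this open. No biological explanation was tested.

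Other splits of the 6 libraries of an antibody were compared with the real one. Among the 4 splits that part all same-numbered pairs, 1 gave as many ASC-specific regions for MyoD, and it was the real split (1976 regions, next 352). The same held for ASC-specific MyoD genes (1 of 4; 1575 against 230), MyoG regions (1 of 4; 207 against 44) and MyoG genes (1 of 4; 87 against 14). For QSC-specific regions, 4 of 4 splits gave as many for both antibodies (35 for MyoD and 3 for MyoG in the real split). The other 6 splits keep at least 1 same-numbered pair together. With so few splits no share can fall below 0.05, and other splits place ASC libraries on both sides, which lowers ASC-specific counts and raises QSC-specific counts by construction. The splits therefore say nothing about the QSC-specific counts and little about the others.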

How the results depend on the processing

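The log2 peak number ratios of ASC over QSC for both antibodies, of MyoD over MyoG in ASCs and the difference between them kept their direction in all alternatives that were run, with ranges of 3.62 to 5.27, 1.90 to 4.18, 1.60 to 3.02 and 1.08 to 2.23. None could pass 0.05 in any of them, since the tests used allow no such p-value. The MyoD over MyoG ratio in QSCs moved most at the stricter score, where it was 1.94 (exact permutation p-value 0.1). It reversed to -0.11 without crowded bins, and ranged from -0.081 to 0.29 across the 9 fits that left out replicates. In 134 of 138 runs of the tested results the direction was kept, but these include replicate pairing, which cannot change a mean difference. The remaining reversal was the promoter difference of MyoD minus MyoG in ASCs, which was -1.03 points at the stricter score. At that score the ASC minus QSC promoter difference was 3.34 points for MyoD and 24.2 for MyoG. Without crowded bins it was 9.38 points for MyoD and 4.16 for MyoG, against 8.53 and 7.71 as reported. The MyoG replicated share difference was 17.7 points at the stricter score and 11.3 without crowded bins, against 23.6. The causes were not tested.

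Counts depended on the score threshold and on the number of libraries required. ASC-specific and QSC-specific regions were 851 and 15 for MyoD and 81 and 0 for MyoG at the stricter score. With a peak in all 3 libraries they were 1101, 10, 84 and 0, and with a peak in at least 1 they were 4082, 388, 1762 and 419. Genes for MyoD and MyoG were 762 and 44, 937 and 42, and 2878 and 1129 under these settings. Of the 762 genes at the stricter score, 737 were among the 1575 reported. Mitochondrial genes for MyoD were 6 at the stricter score and 24 with 1 library, where MyoG had 2. The overlap of MyoG with MyoD regions was 1.19% at the stricter score, 2.15% with all 3 libraries and 11.5% without crowded bins. Removing crowded bins, chosen after seeing the data, left 21 QSC-specific MyoD regions, 92 ASC-specific MyoG regions and 57 MyoG genes.

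Across the fits that each left out a replicate number, ASC-specific MyoD regions ranged from 1283 to 1453, QSC-specific MyoD regions from 19 to 23, ASC-specific MyoG regions from 124 to 133, QSC-specific MyoG regions from 0 to 2, MyoG genes from 57 to 65 and the overlap from 2.90% to 4.93%; these fits require both remaining libraries.

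Merging overlapping peaks within a list changed nothing, as no list held any, and shows no stability. The alternatives on motif content and on distance to a TSS were not run. Unknown depth limits every peak number.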

Other observations

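The tests of crowding against MyoD draws, of overlap at crowded loci and of gene families, the mitochondrial comparisons with single-library ASC MyoD genes and without distal intergenic peaks, and the pairing check were chosen only after the results had been seen. The others were chosen before, except that the stricter-score share of MyoG regions in crowded bins uses bins defined after seeing the data.

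ASC-specific MyoG regions crowded into few parts of the genome. They occupied 53 bins of 1 Mb, against 172 to 202 bins in 10000 random draws of 207 ASC-specific MyoD regions. The draws describe the size of the crowding and do not test it, since they were chosen after it was seen and neighboring regions are not independent. Crowded bins held 55.6% of them, on chromosomes 12 (115 to 116 Mb, immunoglobulin heavy chain variable genes), 5 (15 to 16 Mb), 13 (65 to 67 Mb) and 8 (20 to 21 Mb). Extra DNA of activated cells at these loci might be expected to appear with both antibodies, and 0.870% of the crowded regions (1 of 115) overlapped an ASC MyoD peak, against 18.5% of the others (17 of 92). The crowded regions lie in only 5 bins and are not independent, so no p-value is given and extra DNA is made less likely but not excluded. Of the crowded regions, 92.2% were annotated to predicted genes or to immunoglobulin, zinc-finger, defensin, olfactory or vomeronasal genes, against 39.1% of the other MyoG regions and 12.2% of ASC-specific MyoD regions. At the stricter score the crowded bins held 63.0% of MyoG regions (95% Wilson interval 52.1% to 72.7%), which includes the share at the reported score, so whether crowding depends on peak rank cannot be told. Reads shared between gene copies are another candidate explanation, and binding of MyoG at these loci cannot be told apart from either here. Crowding was not confined to MyoG in ASCs. Of 35 QSC-specific MyoD regions, 14 (40%) lay in crowded bins, 11 on chromosome 4 (147 to 148 Mb) and 3 in the chromosome 5 bin. In the other groups, 2 of 1976 ASC-specific MyoD regions and 0 of 3 QSC-specific MyoG regions did.

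At the reported settings, the overlap of MyoG and MyoD consensus regions exceeded chance placement. At most 1 MyoG region overlapped a MyoD region at any of 10 shifts, against 12 unshifted. Only 1 of 84 MyoG regions overlapped at the stricter score and 2 of 93 with a peak in all 3 libraries. The shifts were not run there, so an excess is not shown for these settings. Without regions that had peaks of all 4 groups the overlap was 9 of 216, and without crowded bins 12 of 104. Recurrence of ASC MyoD peaks also exceeded chance placement, with at most 1.24% of shifted peaks recurring. Peaks of ASC MyoD found in a single library had lower median scores than recurring peaks in all 3 libraries, by at least 22.3, which is consistent with weak peaks near the calling threshold being missed in other replicates. Differences in depth were not tested, so this remains a hypothesis.

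The mitochondrial share of ASC-specific MyoD genes was higher than that of genes near single-library peaks of the other groups (Fisher's exact p-value 0.00702). The gene list was not independent of the study's own table, as stated above. With distal intergenic peaks left out on both sides it was 0.759% against 0.140% (Fisher's exact p-value 0.0931). These shares barely differ from those with all peaks, and fewer genes were compared, so that test cannot tell whether distal peaks matter. Against genes given only to single-library ASC MyoD peaks the p-value was 0.684. By this last comparison alone, the share may reflect which genes lie near any MyoD peak in ASCs rather than a preference of recurring sites for mitochondrial genes.

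Deviations of same-numbered libraries had a correlation of -0.147 over all pairs of groups, but 0.999 between ASC MyoD and ASC MyoG. With 3 replicate numbers, whether these libraries share animals or chromatin cannot be told.

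The study counted genes from peaks tested for differential binding, while genes here were counted by presence of a peak. The counts are therefore unlike measures. ASC-specific genes numbered 1575 for MyoD here. That is higher than the value quoted from the study above. For MyoG they numbered 87. That is also higher than the value quoted from the study above. Mitochondrial genes numbered 12 for MyoD here, with a different gene list. That is lower than the value quoted from the study above. Over the alternatives these counts ranged from 762 to 2878, from 42 to 1129 and from 6 to 24, so none of these directions holds for every setting.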
